A study of Xenopus laevis with 6 samples.

How the data were processed

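The data are 6 ATAC-seq libraries of Xenopus laevis animal caps, 3 from stage 10 and 3 from stage 12. Per the labels, caps were dissected at stage 9, 2 explants were used for each replicate, and the libraries were sequenced as paired ends of 100 nucleotides. Libraries were grouped by the stage in their titles. The labels name 1 processed list per stage, so the analysis rests on 2 lists and not on 6 libraries. Whether reads were pooled before regions were called is not stated.

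The lists have 10 columns in the order of the narrowPeak format and no header. The aligner, the peak caller, their versions, the filtering of reads, any shift of reads for the Tn5 cut site and the genome build are not stated. What follows about the authors' processing is therefore inferred from the values. The score deposited for each region is a whole number from 540 to 1000 and is the same for all summits of a region. An irreproducible discovery rate scaled as 125 times its negative log2 equals 540 at a rate of 0.05, so the lists have the form of lists filtered at that rate between replicates, which is an inference. Such a filter would leave out regions that differ between the replicates of a stage. The fold enrichment deposited for each summit is a ratio of the read pileup to the local background, each increased by 1. The deposited −log10 p has the form of a Poisson upper tail for the same pileup and background. The summit offset, another deposited column, counts bases from the start of the region to the summit. The remaining deposited column, in the place the format gives to −log10 q, was not used here.

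Rows with the same interval were joined into 1 region with several summits, because a row is a summit and not a region. A region took the fold enrichment and −log10 p of its best summit, the one with the highest −log10 p. Scores, folds and p-values are the authors' and were used to describe, rank or filter regions within a list. Pileups and backgrounds solved from folds and p-values were also compared between lists. Thinning held both lists to one limit on −log10 p. For each summit the pileup and background were solved from fold and −log10 p, and the solution was accepted when a whole-number pileup met both within a misfit of 0.01. No solution was accepted for 60 summits at stage 10 and 117 at stage 12. These were left out of the floors only. Region pileups, local backgrounds and thinning used the closest solution of every summit, accepted or not. The highest pileup of each list was chosen under a limit on misfit relative to −log10 p. The most common recovered background of a list was taken as its floor, and the ratio of the floors as the ratio of combined depths. That ratio assumes that reads were extended to the same length at both stages and that reads of repeated sequence take a like share. Most shared regions of very high pileup, which may be repeated sequence, were lower over the floor at stage 12. The assumption of a like share may therefore fail, and the depth ratio is an estimate. The depth of a single library is unknown.

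Overlaps were counted with bedtools 2.31.1 at a minimum of 1 bp, for regions on the 18 assembled chromosomes. As a background, the regions of a list were placed 100 times at random positions of their own chromosomes, keeping their widths. Shares carry 95% Wilson intervals. Chromosome lengths were not given, so the span of a chromosome was taken as the end of its last region in either list. Random placement could fall in assembly gaps and unmappable sequence, which lowers the random overlap. Densities on L and S chromosomes were compared by an exact two-sided sign-flip permutation test over the 9 pairs, with Benjamini-Hochberg adjustment over 3 tests. Regions named in the text are the 5 single-stage regions of each stage with the highest score on assembled chromosomes. This rule, the 3 tests of density on L against S chromosomes and most alternatives were fixed before the data were examined. Because many regions shared the top score, ties were broken by −log10 p, a choice made after the values were seen. The same tie-break decided which regions entered the upper 10% and upper 50% of each list by score and the equal number of regions at stage 12.

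The alternatives changed the overlap required, the number of regions taken from each list, the sequences included, the merging of regions within 100 bp, the width of regions and the measure of density. Those added after the data were seen counted rows, used best summits, asked for 1 kb between lists, ranked by −log10 p, thinned the stage 12 list, took all regions at the top score, or drew the tied regions at random. For thinning, each stage 12 pileup was drawn down binomially to the stage 10 depth, its −log10 p was computed again, and both lists were held to one limit on −log10 p, the 5th percentile of the stage 10 regions (19.6).

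The gene table used for names is of assembly version 10.1. On 18 of 18 chromosomes its last gene lies more than 1 Mb beyond the last listed region, so the lists were taken to use another build, and none of its coordinates was used. For this reason 3 planned results were not run. These are the promoter share, the shares of 23 motifs and the regions around 67 listed genes. No genome sequence was used, so GC content was not examined.

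Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots used matplotlib 3.10.9. The steps were tested on simulated data. Of 20000 simulated summits, 99.98% had their pileup recovered exactly. With 60% of 40211 regions planted as overlapping, 60.3% were found. Thinning of 20000 simulated regions left 5777 at or above a limit of 20 on −log10 p, set for the simulation alone, against 5789 among regions simulated directly at the lower depth. The sign-flip test called 5% of 400 null draws and 96.5% of 400 shifted draws.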

Results

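Chromatin accessibility was profiled by ATAC-seq in ectodermal explants of the frog Xenopus laevis. In ATAC-seq the transposase Tn5 inserts sequencing adapters into open chromatin, so that reads pile up over accessible DNA. The explants, known as animal caps, were cut from embryos at stage 9 and were grown until stage 10, when gastrulation begins, or until stage 12, late in gastrulation. Each stage was represented by 3 libraries of 2 explants each, read as paired ends of 100 nucleotides. The 3 libraries of a stage share one list of accessible regions made by the authors, so no value could be assigned to a single library. Every comparison between stages is therefore a comparison of 2 combined lists. No spread between replicates could be set against a difference between stages.

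The question behind the comparison is which regions are accessible in ectoderm at each stage and which are listed at only one of them. The stage 10 list held 129900 rows, each a summit, in 44936 distinct regions. The stage 12 list held 179410 rows in 61049 distinct regions, which is 1.36 times as many regions. Counting rows in place of regions moved these numbers most, and gave a ratio of 1.38. Regions on the 18 assembled chromosomes numbered 40211 at stage 10 and 55045 at stage 12. The remaining 4725 and 6004 regions lay on unplaced scaffolds. On the chromosomes, the median width of a region was 498 bp at stage 10 (interquartile range 293 to 774 bp) and 569 bp at stage 12 (342 to 841 bp). The regions covered 22.8 Mb at stage 10 and 34.3 Mb at stage 12. These lengths are 0.910% and 1.37% of the 2507 Mb between the chromosome starts and the last listed regions.

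The lists carry no read totals, but the depth behind them could be compared. The authors' fold enrichment and −log10 p of a summit together gave a whole-number read pileup and a local background for 99.95% of the stage 10 summits and 99.93% of the stage 12 summits. The background had a floor shared by many summits in each list. It was 2.204 at stage 10 (5672 summits) and 4.70 at stage 12 (9816 summits). The floor at stage 12 was 2.13 times that at stage 10. This gives the ratio of the combined depths if reads were extended alike and repeated sequence took a like share at both stages. The median pileup at the best summit of a region was 67 at stage 10 and 146 at stage 12, or 30.4 and 31.1 times the floor of the list. The lowest −log10 p of any region was 6.34 at stage 10 and 11.1 at stage 12.

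Of the 40211 stage 10 regions on chromosomes, 31237 overlapped a stage 12 region by at least 1 bp, a share of 77.7% (95% Wilson interval 77.3% to 78.1%). Of the 55045 stage 12 regions, 29958 overlapped a stage 10 region, a share of 54.4% (54.0% to 54.8%). These intervals cover counting error only, not the variation between embryos or libraries. Regions placed at random on their own chromosomes overlapped the other list far less often. Over 100 placements the share was 2.52% ± 0.0845 (SD) for stage 10 regions and 1.83% ± 0.0565 (SD) for stage 12 regions. The observed shares were 30.8 and 29.7 times these values. The share varied little between chromosomes, from 75% (chromosome 7S) to 80.0% (chromosome 3S) for stage 10 regions. For stage 12 regions it ran from 50.7% (chromosome 4L) to 57.7% (chromosome 3S). When an overlap of 50% of both regions was required, the shares fell to 65.2% and 47.7%. When the same number of regions was taken from each list, they were 70.3% and 66.8%.

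**Figure D1:**
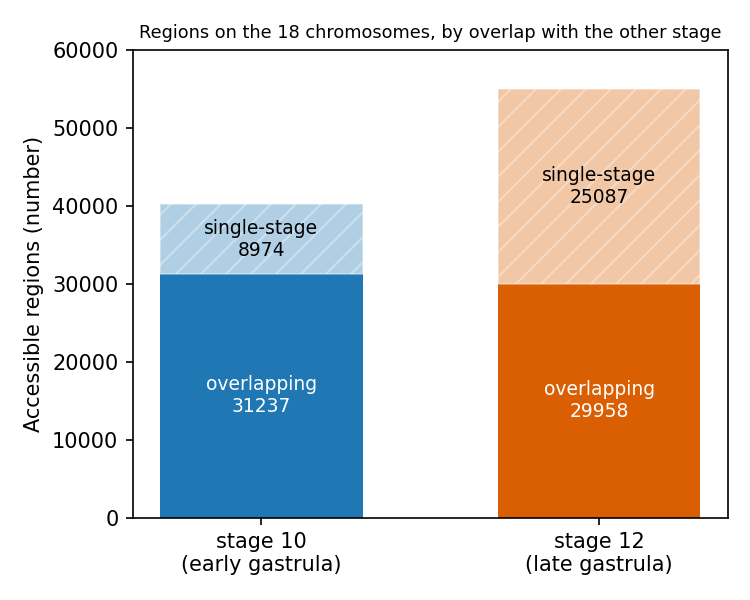
Number of accessible regions on the 18 assembled chromosomes at stage 10 and stage 12 (vertical axis), split into regions that overlap a region of the other stage by at least 1 bp (solid) and single-stage regions (hatched). The overlapping parts are of similar size, 31237 and 29958 regions, while the single-stage part is 8974 regions at stage 10 and 25087 at stage 12.

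Single-stage regions numbered 8974 at stage 10 and 25087 at stage 12. After merging both lists, 64804 regions remained. Of these, 47.4% contained regions of both stages, 13.8% were listed at stage 10 only and 38.7% at stage 12 only. Many single-stage regions lay close to a region of the other list. At stage 10, 2247 of them (25.04%) were within 1 kb of a stage 12 region, against 3.67% ± 0.203 (SD) over 100 random placements. At stage 12, 3970 (15.8%) were within 1 kb of a stage 10 region, against 2.61% ± 0.0901 (SD). The median distance to the nearest region of the other list was 5809 bp for stage 10 and 10986 bp for stage 12. Random placement gave 29.3 kb ± 0.621 (SD) and 38.6 kb ± 0.448 (SD).

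Within each list, single-stage regions ranked below regions present in both. The score is the authors' own, runs from 540 to 1000 and is capped at 1000. At stage 10, 63.4% of the overlapping regions had the top score, against 20.5% of the single-stage regions. At stage 12 these shares were 90.2% and 55.4%. A randomly drawn overlapping region outscored a single-stage one, with ties split evenly, in 74.8% of pairs at stage 10 and in 67.7% at stage 12. Ranking by −log10 p, which has no cap, gave 78.1% and 83.8%. Median fold enrichment was 9.16 for overlapping and 7.28 for single-stage regions at stage 10, and 12.7 and 8.43 at stage 12. Median widths were 571 and 313 bp at stage 10, and 719 and 433 bp at stage 12.

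The overlap depended steeply on rank. In the lowest-ranking 10% of the stage 10 list by −log10 p, 46.8% of regions overlapped a stage 12 region, and in the highest-ranking 10% it was 98.4%. In the stage 12 list the share rose from 16.1% in the lowest 10% to 97.9% in the highest 10%. The highest-ranking 10% held 65 single-stage regions at stage 10 and 117 at stage 12. When the highest-ranking 10% of each list by score were compared only with each other, 74.4% of the stage 10 regions and 53.9% of the stage 12 regions overlapped. The top score was shared by 53.8% and 74.3% of regions, so −log10 p decided both selections. They held 4021 and 5504 regions, so the 2 shares are of unequal numbers and their gap is not a difference in overlap alone.

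**Figure D2:**
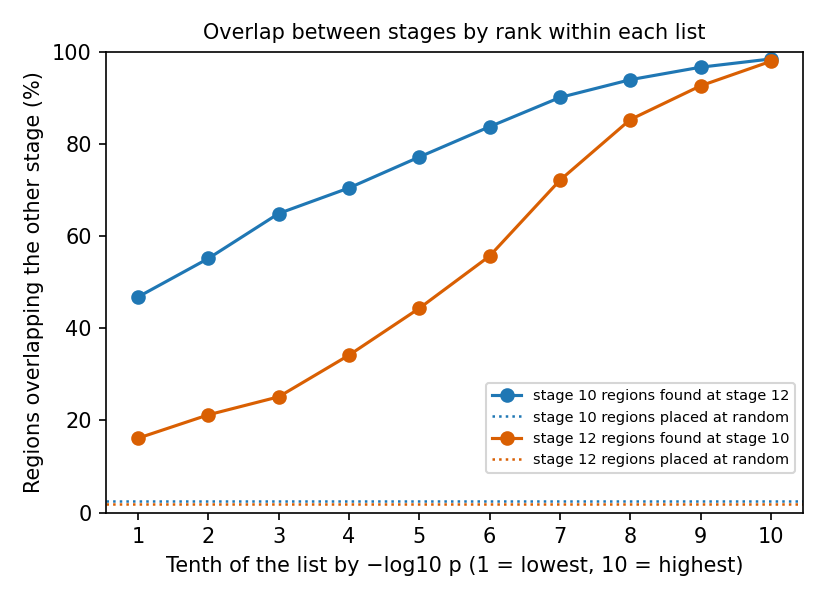
Share of regions (%) that overlap a region of the other stage, in 10 equal parts of the list ranked by −log10 p from lowest (1) to highest (10), with dotted lines for the mean of 100 random placements of each whole list. Both curves rise, from 46.8% to 98.4% for stage 10 regions and from 16.1% to 97.9% for stage 12 regions, and lie far above the random placements at 2.52% and 1.83%.

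The single-stage regions with the highest score, ordered by −log10 p among those at the cap, are given by position only. Their starts were converted from those of the lists to 1-based coordinates. The genome build is not stated and no annotation of a matching build was used, so nothing is said here of the genes or features they lie in. At stage 10 the first was chromosome 8L, 96904021 to 96905109, with 6 summits, a fold enrichment of 31.7, a −log10 p of 816 and a pileup of 740 over a background of 22.4. The next were chromosome 5S, 36589129 to 36589352, chromosome 3L, 143891471 to 143892293, chromosome 6S, 119411065 to 119411138, and chromosome 2L, 95530193 to 95530449. Their fold enrichments were 29.7, 18.6, 21.4 and 26.9, over local backgrounds of 18.6, 27.9, 13.6 and 9.13. All 5 backgrounds were above the floor of 2.204. Ordering by −log10 p favours high pileups, which may be repeated sequence, and this was not examined for these regions. Of these 5 regions, those on 5S, 6S and 2L lay only 313, 918 and 249 bp from a stage 12 region. The regions on 8L and 3L were 3.03 and 4.55 kb from one.

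At stage 12 the first was chromosome 5S, 132885957 to 132886800, with 5 summits, a fold enrichment of 14.2, a −log10 p of 741 and a pileup of 979 over a background of 68.0. The others were chromosome 5L, 158906289 to 158907638, chromosome 7L, 99371832 to 99372314, chromosome 3L, 138563411 to 138564292, and chromosome 2L, 162626377 to 162627039. Their fold enrichments were 19.6, 23.1, 9.29 and 19.7, over local backgrounds of 34.9, 23.1, 96.9 and 29.0. All 5 backgrounds were above the floor of 4.70, so repeated sequence is a possibility here too. The fold enrichment of 9.29, on chromosome 3L, was below the median of 10.2 for stage 12 regions on chromosomes. The nearest stage 10 regions to these 5 were between 1.49 and 7.89 kb away. With combined lists, none of these differences has a replicate check.

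Xenopus laevis is allotetraploid, and its chromosomes form 9 pairs of a longer (L) and a shorter (S) homeologous chromosome. The L chromosomes held 58.4% of the stage 10 regions and 59.3% of the stage 12 regions, with 54.6% of the chromosome length. At stage 10 the density was 17.2 regions per Mb on L and 14.7 on S chromosomes. At stage 12 it was 23.9 and 19.7 regions per Mb. Across the 9 pairs the mean log2 ratio of L to S density was 0.22 ± 0.18 (SD, n = 9 pairs) at stage 10, with L higher in 8 of 9 pairs (exact two-sided sign-flip permutation test, p = 0.00781). At stage 12 it was 0.27 ± 0.18 (SD, n = 9 pairs), with L higher in 9 of 9 pairs (exact two-sided sign-flip permutation test, p = 0.00391, the smallest that 9 pairs can give). The exception at stage 10 was pair 7, at -0.03. Pair 3 had the highest ratio at both stages, 0.59 and 0.68, and chromosome 3L carried 21.96 and 31.1 regions per Mb. Counting the bases covered in place of regions moved the stage 10 ratio most, to 0.17. The units of this test are chromosome pairs and not embryos.

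The ratio was higher at stage 12 than at stage 10 by 0.06 ± 0.05 (SD, n = 9 pairs) on the log2 scale, in 7 of 9 pairs (exact two-sided sign-flip permutation test, p = 0.0156). The 3 tests of L against S form one family, and the Benjamini-Hochberg adjusted p-values are 0.0117 for stage 10, 0.0117 for stage 12 and 0.0156 for the difference, from exact permutation tests. The difference changed sign, to -0.0094, in the upper 50% of each list by score (p = 0.539, exact permutation test). The top score was reached by 53.8% of stage 10 and 74.3% of stage 12 regions on chromosomes, so both selections lay within tied scores and −log10 p broke the ties. Among all regions at the top score, with no tie to break, the difference was 0.0151 (p = 0.402, exact permutation test). With the same number of regions from each list, where the stage 12 selection again lay within the tied scores, it was 0.04 (p = 0.0586, exact permutation test). The difference between stages was past the threshold in the complete lists and not in their upper 50%.

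**Figure D3:**
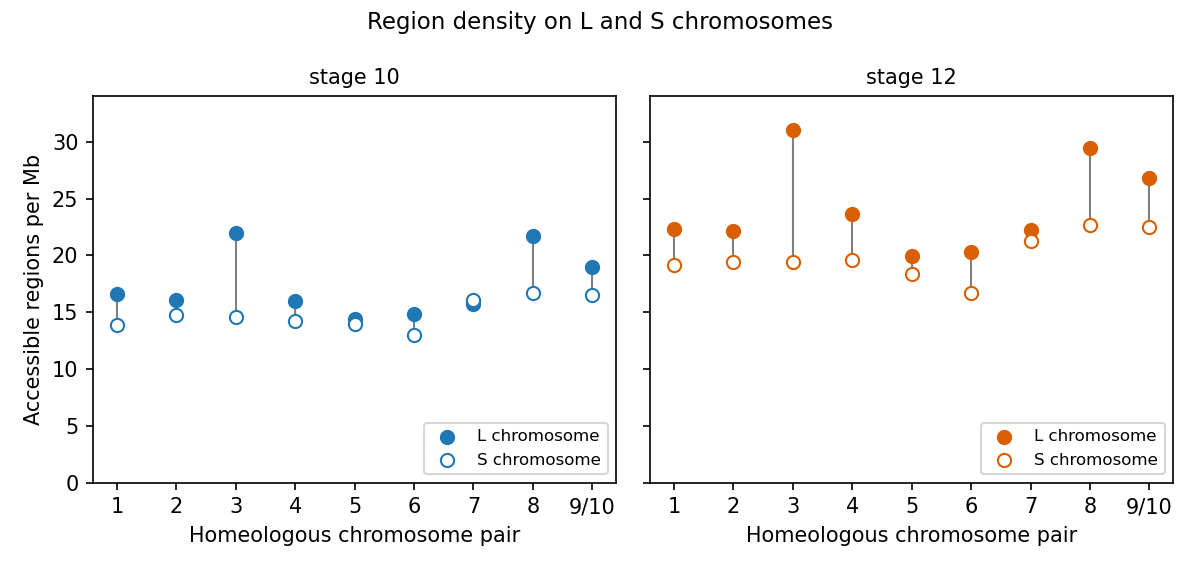
Accessible regions per Mb on the L (filled) and S (open) chromosome of each of the 9 homeologous pairs, at stage 10 (left) and stage 12 (right), with a line joining the chromosomes of a pair. L lies above S in 8 of 9 pairs at stage 10 and in 9 of 9 at stage 12, with the widest gap in pair 3.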

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

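The thinning test of depth and the test of copy number in this part were chosen after the results were seen. The comparison in the upper 50% of the lists was chosen beforehand, but its tie-break, and its use as a test of an explanation, were chosen after values were seen. The difference between stages in the log2 ratio of L to S density drew attention because a test of the difference itself passed its threshold. It was 0.0576 on average, with stage 12 higher in 7 of 9 pairs (exact sign-flip permutation test, p = 0.0156). Leaving out each pair in turn gave 0.0521 to 0.0697, with exact p-values up to 0.0312. Greater depth at stage 12 was tested by thinning stage 12 to the stage 10 depth at one limit, which left a median difference of 0.047 over 20 draws. In those draws the exact permutation p ran from 0.0156 to 0.0469 for the 9 pairs. This argues against depth, as estimated from the floors and acting on −log10 p alone, as the whole cause. Thinning did not replay the inferred filter on agreement between replicates. Depth acting through that filter stays open. Regions near the limit of the lists stay open as an explanation: in the upper 50% of each list the difference was -0.0094. That selection lay within regions tied at the top score, and its sign depended on how ties were broken. With ties drawn at random it ran from -0.0067 to 0.034 over 20 draws, with exact permutation p from 0.109 to 0.980. All regions at the top score gave 0.0151 (exact permutation p = 0.402). The difference may therefore lie in regions with lower scores, but a reversal among the highest-scoring regions is not shown. A change in the use of the homeologous chromosomes between the stages is also open, and was not tested.

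Regions on unplaced scaffolds were outside the comparisons by chromosome and carried signal. They numbered 4725 at stage 10 (10.5% of regions, on 1730 scaffolds) and 6004 at stage 12 (9.83%, on 2161 scaffolds). Their median pileup was 29.0 and 26.8 times the floor of the list, against 30.4 and 31.1 for regions on chromosomes. The highest pileups of both lists lay on them, at 33683 times the floor at stage 10 and 18465 times at stage 12. Of the shared regions with very high pileup described under the other observations, 60.4% lay on unplaced scaffolds, against 10.6% of other shared regions. Sequence present in many copies in the genome and placed only in part in the assembly is a candidate explanation for those pileups. It leaves the bulk of the unplaced regions, whose pileups were close to those on chromosomes, without need of one. No biological explanation was tested.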

How the results depend on the processing

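No paired analysis was possible because each stage is a single combined list, in which the replicate numbers of the labels do not appear. For the same reason, leaving out replicates and the count models planned for libraries were not run. Regions per annotated gene and the alternatives for promoters, motifs and listed genes were not run either, for want of an annotation of the same build. Across the alternatives tallied, 42 values stayed within their limits, 28 moved, 3 weakened and 1 reversed. The tally leaves out the runs described below that matched both depth and enrichment. In those runs, which stage had more regions depended on the limit.

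The number of regions at stage 10 and stage 12 was 22468 and 30524 in the upper 50% of each list, by construction, and 129900 and 179410 when rows were counted. Stage 12 also had more regions with merging, on chromosomes alone and after thinning to the stage 10 depth as estimated from the floors. This did not hold at every limit once enrichment was matched too. With stage 12 thinned for depth and for the median enrichment of shared regions, it had 0.875 times as many as stage 10 at the 5th percentile limit and 1.11 times at the 95th. The share of stage 10 regions overlapping stage 12 was 65.2% with 50% of both regions required, 76.6% by region centre, 82.4% in the upper 50%, 70.3% with equal numbers, 83.3% within 1 kb and 76.5% after thinning. The share of stage 12 regions overlapping stage 10 was, in the same order, 47.7%, 51.1%, 58.7%, 66.8%, 61.6% and 58.5%. It was 55.0% with unplaced scaffolds and 54.0% by best summit. The share was higher from stage 10 than from stage 12 in every alternative run, but with equal numbers the gap was 70.3% against 66.8%.

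Regions at stage 10 only numbered 13979 with 50% of both regions required and 3530 in the upper 50%. Regions at stage 12 only numbered 11354 in the upper 50%. With equal numbers there were 11953 at stage 10 only and 13365 at stage 12 only, against 8974 and 25087 in the complete lists. The share of pairs in which an overlapping region outscored a single-stage one stayed above 50% throughout. At stage 10 it was 71.3% with 50% of both regions required, 70.9% for the middle 50% of widths and 78.1% by −log10 p. At stage 12 these were 66.2%, 64.8% and 83.8%. The cause of these shifts was not tested.

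The L to S ratio kept its direction and its side of the threshold at both stages under the 6 alternatives run. The difference between stages was -0.0094 in the upper 50% of each list (exact permutation p = 0.539) and 0.040 with equal numbers (exact permutation p = 0.0586). It was 0.0151 among all regions at the top score (exact permutation p = 0.402) and 0.0236 in the first draw of the upper 50% with ties drawn at random (exact permutation p = 0.336). Across the 6 alternatives the exact p ran from 0.0156 to 0.539. The cause was not tested beyond the tests given with the results for a closer look. The lower depth at stage 10 limits any statement that a region listed at stage 12 only was closed at stage 10. For regions listed at stage 10 only, the limit is that no stage 12 value was given.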

Other observations

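In this part, the tests of depth and thinning, of region edges and of sequence in many copies were chosen after the results were seen. The tests of local background and of chromosome ends were not among the planned ones either. Their p-values lie outside the family of 3 tests and are not adjusted. Stage 12 had 1.36 times as many regions as stage 10, and 2.13 times the depth by the ratio of the floors. That depth ratio assumes a like share of repeated sequence, which the regions of very high pileup described below may go against. With stage 12 thinned to the stage 10 depth and one limit on −log10 p, the ratio of region numbers was 1.24. That limit was the 5th percentile of the stage 10 list, and higher percentiles raised the ratio further, to 3.66 at the 95th percentile. This argues against depth, as estimated from the floors and acting on −log10 p alone, as the whole cause. Thinning did not replay the inferred filter on agreement between replicates. Depth acting through that filter stays open. Shared regions stood higher over the floor at stage 12, with a median log2 ratio of 0.48 (interquartile range 0.03 to 0.82) over 30505 regions. Thinning by a further factor that removed this median difference lowered the ratio of region numbers, as any such factor must. The ratio was then 0.875 at the 5th percentile of the stage 10 list, 0.861 at the 25th and 0.930 at the 50th, but 1.046 at the 75th and 1.11 at the 95th. The gain was not the same throughout. Its median log2 ratio was 0.38 for 20769 shared regions under 50 times the floor and 0.61 for 9736 at 50 to 200 times. A single factor could therefore not match both groups, and the side of 1 depended on the limit. Whether depth and a gain in enrichment together are enough for the larger number of regions stays open. Stronger enrichment can come from the libraries or from chromatin, and with one list per stage these were not separated.

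Regions listed at stage 10 only were tested for being open at stage 12 but under the limit of that list. Scaled to the stage 12 depth, 97.5% of them (8747 of 8974) would pass 32.1, the 5th percentile of −log10 p in the stage 12 list, if they were as open as at stage 10. The same scaling passes 99.03% of all 44936 stage 10 regions, so the depth ratio fixes the outcome. It uses no signal measured at stage 12. Regions open more weakly at stage 12 and regions that closed cannot be told apart, because the lists give no stage 12 value where no region was listed. A filter on agreement between replicates could not be replayed either. Being the edge of a stage 12 region is an explanation for at most the 25.04% that lay within 1 kb of one. Loss of accessibility between the stages may explain part of the rest and was not tested against replicates. Of the regions listed at stage 12 only, 74.8% passed the stage 10 limit of 19.6 after thinning, which likewise assumes that they were as open at stage 10.

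The higher density on L chromosomes was set against read coverage. At stage 10 the median local background at regions was higher on L than on S by a mean log2 of 0.10, in 8 of 9 pairs (exact sign-flip permutation test, p = 0.0273), against 0.22 for the density. At stage 12 it was higher by 0.061, in 6 of 9 pairs (exact sign-flip permutation test, p = 0.305), against 0.27 for the density. The background ratio was below the density ratio in 9 of 9 pairs at each stage (exact sign-flip permutation test of the difference, p = 0.00391 at both, the smallest possible). The background was taken only at listed regions, and how the number of regions scales with coverage is unknown. The comparison therefore cannot decide whether lower coverage of S chromosomes is the cause. Coverage may account for part or all of the ratio. The number of genes on each chromosome was not analysed here and stays open.

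Regions were denser near chromosome ends. Within 10 Mb of an end, the density was 1.43 times that of the interior at stage 10, higher on 18 of 18 chromosomes (permutation p = 7.6e-06, the smallest possible). At stage 12 it was 1.35 times, higher on 17 of 18 chromosomes (permutation p = 1.5e-05), with chromosome 1S the exception at 0.968. The permutation tests of this paragraph took the 18 chromosomes as independent units, although they form 9 homeologous pairs. If the chromosomes of a pair are alike, these p-values are too small. The largest ratio was on chromosome 6L, 2.18 at stage 10 and 1.82 at stage 12. In the upper 25% of each list by −log10 p the ratio was 1.68 at stage 10 and 1.42 at stage 12, which argues against regions near the limit as the cause. The local background near the ends was 1.07 times that of the interior at stage 10, higher on 12 of 18 chromosomes (permutation p = 0.0151). At stage 12 it was 1.03 times, higher on 11 of 18 chromosomes (permutation p = 0.324). These ratios were below those of the density on 18 of 18 chromosomes at stage 10 and on 17 of 18 at stage 12. This background too was taken only at listed regions, and how the number of regions scales with coverage is unknown. Read coverage therefore stays open as a cause. A higher density of genes near the ends is a candidate explanation that was not analysed here.

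Shared regions with very high pileup went against the general shift. Of 30722 regions paired one to one, 217 had a pileup at least 200 times the floor, as the geometric mean of both stages. Relative to the floor, 51 of these were higher at stage 12 and the others lower, with a median log2 ratio of -0.72 (interquartile range -1.86 to -0.05). The other shared regions were higher at stage 12, with a median of 0.48, which argues against one scaling factor for all regions. Of the 217, 60.4% lay on unplaced scaffolds, which is consistent with sequence present in many copies. On chromosomes, 60 of 86 were lower. The 3 highest on chromosomes by geometric mean, chosen after their values were seen, did not move alike. On chromosome 4S, the region from 68317012 to 68317465 went from 11950 to 3721 times the floor and that from 65103856 to 65103969 from 6911 to 2085 times. On chromosome 8L, the region from 99757283 to 99759830 went from 4138 to 3864 times, a log2 ratio of -0.10. Pileups without an accepted solution were not left out of this comparison. Why such sequence would be lower at stage 12 was not tested.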
